A study of Zea mays with 12 samples. Its data were reported in "Comparative Transcriptomics Reveal Metabolic Rather than Genetic Control of Divergent Antioxidant Metabolism in the Primary Root Elongation Zone of Water-Stressed Cotton and Maize" (2023).

How the data were processed

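RNA was sequenced from primary root tips of maize FR697 seedlings grown in the dark at 29 °C in vermiculite moistened with 1 mM CaSO4, at water potentials of −0.02 MPa (WW) and −1.6 MPa (WS). Tips of 12 mm (WW) or 7 mm (WS) were taken 24 h and 48 h after transplanting. Groups and replicate numbers came from the sample titles, with 3 libraries in each of 4 groups. The study describes its replicates as independent experiments.

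The authors deposited raw read counts per gene for each library. They sequenced strand-specific libraries with paired-end Illumina reads, aligned them with HISAT2 and counted reads over exons with HTSeq. The submitters' processing notes give versions 1.0 and 0.6.1 for these tools and B73 RefGen_v4 as the genome build, to which the study's methods add an assembly specific to FR697. The strand setting of the counting is not given in the sources used here, so overlapping and antisense genes are uncertain. Reads of FR697 that differ from B73 may align less well. Beside the counts, the authors deposited normalized values, which are treated here as a score because they were rounded to whole numbers. Each is the raw count times 1 factor per library, and 19409 gene rows have such values. Rows kept there exceeded 3 CPM, of all rows together, in at least 1 library. These values were not tested and served only to read off that filter.

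The table held 42976 features, of which 39324 were annotated nuclear genes, 3257 assembled transcripts, 157 mitochondrial genes, 110 plastid genes and 128 labels of similarity to known proteins. Summary rows of the counter were kept out of library sizes and tests. Of all rows, 12.7 to 23.1% were reads not aligned, 1.87 to 2.25% reads with no feature, 0.942 to 1.08% ambiguous reads and 3.20 to 3.70% reads of low alignment quality. Gene counts per library ranged from 40005384 to 54863708. Intervals of count ratios are exact, at 95%, and cover counting error only, and a group with 0 counts was given a floor of 3 counts over its 3 libraries.

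Counts were analysed with edgeR 4.0.16 in R 4.3.3. Features were filtered by filterByExpr (minimum count 10), which left 26746, and scaled by TMM (factors 0.926 to 1.06). All 12 libraries entered 1 fit with a mean per group, and contrasts were tested with the quasi-likelihood F-test and Benjamini-Hochberg adjustment. The biological coefficient of variation was 15.9%. A call needed an adjusted p of at most 0.05 and a log2 change of at least 1 in size. DATs are calls of the same direction in WS48 vs WW48 and WS48 vs WW24. Shared libraries were treated by simulating 20 data sets without any effect. No pair of replicates agreed within sampling noise, with chi-square per gene from 5.48 to 34.52, so each library counted as 1 replicate.

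Tests, comparisons, gene lists, the rule for named genes and the other settings to try were fixed before the data were examined. The rule took the 8 increased and 8 decreased DATs with the widest change, given an average log2 CPM of at least 2, WS48 libraries beyond all 6 well-watered libraries and a description. It took up to 3 DATs per list by adjusted p, 3 genes each way for the interaction and both time comparisons by adjusted p, and 5 each way for WS24 vs WW24 by size of change under the conditions used for the widest 48 h changes (WS24 libraries beyond the WW24 libraries), among genes not taken there. It gave 124 genes, some of which are summarised by their list only.

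The reference table of RefSeq genes (assembly Zm-B73-REFERENCE-NAM-5.0) matched all 267 organelle genes and 0 nuclear genes, and no coordinates are given because its build differs. Descriptions of 1581 nuclear genes were therefore taken from the study's own supplementary tables, 1381 from its maize DATs and 200 from its orthologs. They served as names and to form the lists and the background of described DATs, and none of the measured values in those tables was used. Of the 2555 DATs, 1359 had a description and 1196 had none and are not named. Of 47 lists, 37 had members and 10 had none and were not analysed here. Among the latter were ABA catabolism, proline degradation, glutathione synthesis and cycle, and markers of root cap, Casparian strip, secondary wall and seed storage. Because most list members had been selected by the study as DATs on these libraries, the planned set tests (camera and fry) on the lists and tissue markers were left out, and counts of calls are given in their place.

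The procedure was tested on simulated data of 26408 genes with 50 genes changed at each size. Changed genes were drawn from those with an expected count of at least 50 in an average library, so recovery at lower counts was not tested. The procedure recovered 40%, 92%, 96% and 100% of DATs at log2 changes of 1, 1.5, 2 and 3, with 0 false calls. For interactions it recovered 30%, 84%, 88% and 100%, with 3 false calls. A log2 change of 1 is the fold threshold of a call, which by itself limits recovery at that size.

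Alternatives were other scalings (RLE, upper-quartile, none), no low-count filter or a stricter filter of at least 1 CPM in 6 libraries, DESeq2 1.42.0, edgeR's likelihood-ratio test, fits of only the groups compared, a replicate block, no fold threshold, glmTreat and leaving out each library. Organelle gene sets were tested with limma 3.58.1.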

Results

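Primary root tips of the maize inbred line FR697 were profiled by RNA sequencing in 12 libraries. Seedlings were transplanted to vermiculite at a water potential of −0.02 MPa (well-watered, WW) or −1.6 MPa (water-stressed, WS) and harvested 24 h or 48 h later, with 3 libraries in each of the 4 groups WW24, WS24, WW48 and WS48. The tips held the whole elongation zone, which is the stretch behind the meristem where cells lengthen. It took 12 mm of a well-watered root and 7 mm of a stressed root, so segment length and treatment changed together in all comparisons of WS with WW. Between 40005384 and 54863708 counts per library fell on genes, and 26746 features were tested. Abundances are given in CPM (a gene's counts scaled to the TMM-adjusted size of the library, mean ± SD, n = 3) and changes as log2 fold changes. The SE of a change is its size divided by the square root of the F statistic, an approximate standard error. It can be too small where a group is near 0 counts. Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Principal components were computed on the 14281 features with a mean log2 CPM over 3. The first held 73.6% of their variance and parted the 6 stressed from the 6 well-watered libraries.

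**Figure D1:**
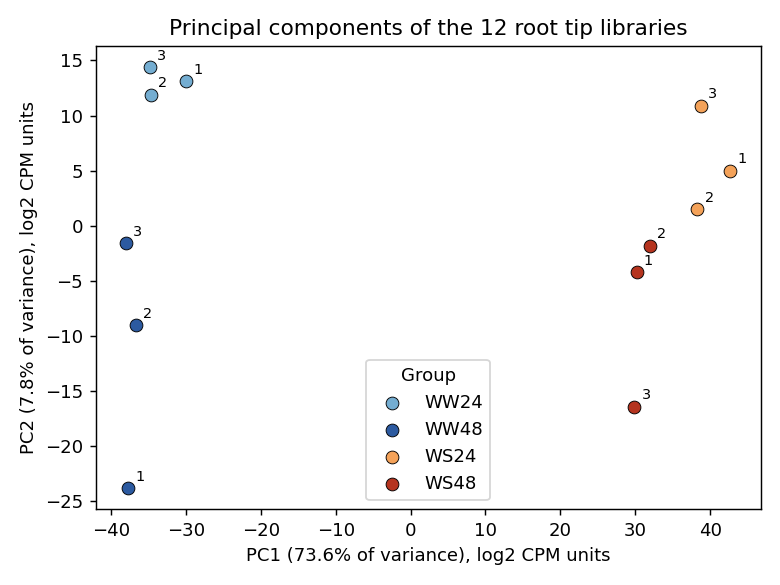
Principal components of log2 CPM in the 12 libraries, over the 14281 features with a mean log2 CPM over 3. Each point is a library numbered by its replicate, with the first component (73.6% of the variance) on the x axis and the second (7.8%) on the y axis. Stressed libraries lie to the right of 0 and well-watered libraries to the left on the first component, while WW48 replicate 1 lies lowest on the second.

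WS48 was compared with both well-watered groups, since WW48 matches it in age and WW24, the developmental control, in root length. A transcript called the same way in both comparisons was a differentially accumulated transcript (DAT). DATs comprised 1478 increased and 1077 decreased transcripts. Among the most strongly increased were genes described as a PEBP (phosphatidylethanolamine-binding protein) family member, a type 2C protein phosphatase, a dehydrin and a sugar transporter of the Nodulin MtN3 family. Among the most strongly decreased was myo-inositol oxygenase 1, which opens the inositol ring on the way to wall sugars. Others were a family 32 glycosyl hydrolase and a gene described only as a methylenetetrahydrofolate reductase family protein.

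The PEBP gene Zm00001d010586 stood at 0.0632 ± 0.0548 CPM in WW48 and 118.0 ± 9.53 CPM in WS48, a log2 change of 10.75 (SE 0.31, adjusted p = 2.66e-10). It had only 9 counts over WW48, so the size of its fold is less certain than this SE. The phosphatase Zm00001d025055 rose from 0.0648 ± 0.0362 to 36.0 ± 3.74 CPM and the dehydrin Zm00001d037894, of a family of hydrophilic proteins that accumulate in drying tissue, from 0.249 ± 0.0156 to 116.0 ± 11.8 CPM. A gene of the polyketide cyclase and lipid transport superfamily, Zm00001d043596, rose by a log2 change of 8.64 (SE 0.37), from only 5 counts over WW48. WW48 counts of 4 others were too few for a fitted fold. The terpenoid cyclase family gene Zm00001d024211 and the GDSL-like lipase Zm00001d022496 had 0 counts over the 3 WW48 libraries, which makes them at least 770-fold and at least 164-fold higher in WS48 against a floor of 3 counts over the group. The cyclase was uneven among stressed libraries, at 3.0, 5.55 and 40.5 CPM, and without WS48 replicate 3 its bound fell to 197-fold. The MtN3 gene Zm00001d029135 had 3 counts in WW48 and 2584 in WS48, a ratio of 847 (95% counting interval 289 to 4110), and the auxin-responsive gene Zm00001d006111 had 2 and 1007, a ratio of 495 (137 to 4090) that was 315 without WS48 replicate 2. Its stressed libraries stood at 5.09, 12.4 and 4.20 CPM, a spread the counting interval leaves out.

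Myo-inositol oxygenase 1 (Zm00001d046234) fell from 490 ± 54.8 CPM in WW48 to 6.88 ± 1.63 CPM in WS48, with a log2 change of −6.16 (SE 0.20, adjusted p = 5.36e-10). The glycosyl hydrolase Zm00001d025943, of the family that holds the invertases, fell from 47.1 ± 1.79 to 0.663 ± 0.288 CPM. The reductase family gene Zm00001d029853 fell from 287 ± 41.7 to 6.21 ± 0.958 CPM. The DUF594 gene Zm00001d052939, of unknown function, fell from 16.4 ± 1.91 to 0.0727 ± 0.0273 CPM. A thaumatin superfamily gene, Zm00001d022637, changed by −5.24 (SE 0.44). Values of 3 further genes spread widely among well-watered libraries. These were the gene described as deoxyhypusine synthase (Zm00001d003994, 61.7 ± 47.5 CPM in WW48), the peroxidase Zm00001d022457 (20 ± 20.7 CPM) and glutathione S-transferase TAU 8 (Zm00001d042104, 23.8 ± 21.6 CPM), which fell by log2 changes of −8.0 (SE 0.82), −5.96 (SE 0.98) and −5.46 (SE 0.93).

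Against WW48 alone, 1926 transcripts were called increased and 1840 decreased, and against WW24 alone 2097 and 1281. The developmental control removed 448 of the increased and 763 of the decreased calls made against WW48. Both comparisons use the WS48 libraries. With no effect at all, 20 simulated data sets gave 0 DATs, a correlation across genes of 0.497 and a covariance of 0.0547, where 0.881 and 1.11 were observed. Independent lists of these sizes would share 151 increased and 88 decreased transcripts. Groups of 3 libraries leave too few to split, so part of the overlap may come from the shared libraries. At the low-count filter read from the authors' normalized columns, chosen after seeing the data, increased DATs numbered 883 and decreased DATs 722. With glmTreat, which tests against a log2 change of 1, they numbered 693 and 432, and with the adjusted p alone 4064 and 4090.

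Gene lists were fixed beforehand, but their members carry descriptions from the study's own set of maize DATs. Most members were therefore picked by the study on these libraries, so the counts in each list describe the response and are no independent evidence of its direction. Members of one family can also share reads between near-identical copies, which leaves the level of single members uncertain. In the lists described here, the members called with glmTreat fell to 0 of the ABA receptors and of the cellulose genes. They fell to 6 of the sucrose and of the starch genes, and to 3 of the glutathione S-transferases, of the sterol genes and of the alpha-expansins. Of the sulfate and of the antioxidant genes 2 were called, of the peroxidases 15 and of the LEA proteins and dehydrins 9. Smaller falls included protein phosphatases 2C (14 to 10), raffinose and trehalose genes (11 to 8), fatty acid elongation genes (7 to 5) and heat shock proteins (17 to 14).

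Genes of abscisic acid (ABA) synthesis and signalling changed together with the stress. Both described members of ABA biosynthesis rose. Nine-cis-epoxycarotenoid dioxygenase 9 (Zm00001d033222), an enzyme of the rate-limiting step, went from 1.97 ± 0.996 to 14.5 ± 2.49 CPM (log2 change 2.87, SE 0.26, adjusted p = 3.32e-06), and zeaxanthin epoxidase (Zm00001d003512) from 5.26 ± 0.924 to 16.6 ± 1.15 CPM. Of 14 protein phosphatases 2C, a family that includes negative regulators of the pathway, 12 were increased and 2 decreased. Besides Zm00001d025055, those with the smallest adjusted p were a homolog of ABI2 (Zm00001d044301, 23.3 ± 1.92 to 73.3 ± 5.45 CPM) and highly ABA-induced PP2C gene 2 (Zm00001d020100, 1.13 ± 0.46 to 23.3 ± 0.786 CPM). The sole described receptor, PYR1-like 2 (Zm00001d016294), fell from 4.5 ± 0.582 to 1.99 ± 0.211 CPM. In the list of SnRK2 kinases and ABF factors, 5 members rose, all described as ABA responsive elements-binding factor 2. The strongest evidence was for Zm00001d031790 (12.9 ± 0.148 to 43.2 ± 1.49 CPM) and Zm00001d050018 (10.9 ± 0.52 to 29.1 ± 1.07 CPM). The kinase in that list, Zm00001d016783, fell by 1.09 on the log2 scale (SE 0.09), was not called with glmTreat, and changed by −0.96 with no scaling factors, under the fold threshold. Adjusted over the list alone, the calls in these 4 lists numbered 2, 14, 1 and 6, equal to those over all genes.

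The described proline synthesis gene rose, while genes of sucrose metabolism changed in both directions. Delta 1-pyrroline-5-carboxylate synthase 2 (Zm00001d012391), the committed step to proline and the sole member of its list, also called when adjusted over the list alone, went from 17.8 ± 3.15 to 195 ± 12.2 CPM (log2 change 3.46, SE 0.14, adjusted p = 3.16e-09). Of 10 members for sucrose synthesis and cleavage, 5 were increased and 5 decreased, over all genes and adjusted over the list alone. Sucrose synthase 3 (Zm00001d029091) rose from 14.2 ± 1.52 to 96.1 ± 5.94 CPM and sucrose phosphate synthase 1F (Zm00001d050125) from 207 ± 5.99 to 520 ± 41.8 CPM. Cytosolic invertase 2 (Zm00001d004804), which splits sucrose, fell from 228 ± 21.1 to 64.6 ± 1.84 CPM. Of 9 starch genes, 8 rose. They included beta-amylase 1 (Zm00001d014083, 0.151 ± 0.0978 to 18.7 ± 2.16 CPM), a glucose-1-phosphate adenylyltransferase (Zm00001d039131, 4.86 ± 0.866 to 46.5 ± 3.83 CPM) and alpha-amylase-like 3 (Zm00001d043662, 8.41 ± 0.383 to 24.4 ± 1.15 CPM). Of 11 raffinose family and trehalose genes, 9 fell. Seed imbibition 2 (Zm00001d003277), related to raffinose synthases, fell from 79.1 ± 6.94 to 7.82 ± 1.06 CPM and trehalose-phosphatase/synthase 7 (Zm00001d012748) from 110 ± 11.1 to 42.5 ± 1.75 CPM, while the raffinose synthase Zm00001d039685 rose from 0.245 ± 0.135 to 6.68 ± 0.522 CPM. Calls adjusted over the list alone numbered 8 increased and 1 decreased for starch, and 2 and 9 for raffinose and trehalose.

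Described antioxidant transcripts changed in both directions, and differences between their classes were not tested. All 7 described glutathione S-transferases, which conjugate glutathione to reactive compounds, were decreased, and 5 of the 7 were with no scaling factors. The most abundant, Zm00001d024839, fell from 2370 ± 502 to 777 ± 63.6 CPM (log2 change −1.61, SE 0.14, adjusted p = 2.05e-06). Zm00001d029700 and glutathione S-transferase TAU 18 (Zm00001d029696) fell by 2.37 (SE 0.20) and 2.79 (SE 0.35) on the log2 scale. Of 4 antioxidant enzymes, 3 were increased. These were catalase 1 (Zm00001d054044, 43.1 ± 23.4 to 312 ± 15.6 CPM), catalase 2 (Zm00001d027511, 0.394 ± 0.395 to 2.13 ± 0.768 CPM) and a thylakoidal ascorbate peroxidase (Zm00001d016802, 0.915 ± 0.115 to 3.72 ± 0.461 CPM). The uncalled member was glutathione peroxidase 1 (Zm00001d037079, chosen after its values were seen), at 8.86 ± 0.314 and 17.7 ± 2.76 CPM with a log2 change just under the threshold. Of 4 genes for sulfate transport and assimilation, 2 rose and 2 fell. Sulfate transporters 3;1 (Zm00001d027749) and 3;4 (Zm00001d000204) reached 142 ± 2.03 and 27.8 ± 1.36 CPM in WS48, from 46.6 ± 5.20 and 12.3 ± 0.506 CPM, and sulfate transporter 91 (Zm00001d002038) fell from 1.90 ± 0.583 to 0.419 ± 0.186 CPM. Adjusted over the list alone, the members called in these 3 lists numbered 7, 3 and 4. The list of glutathione synthesis and cycle had no described member, so those genes were not examined.

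Most described genes of fatty acid elongation and of suberin and cutin formation rose under stress, and sterol genes changed in both directions. Of 7 genes for very-long-chain fatty acid elongation, 6 increased. The 3-ketoacyl-CoA synthases start each elongation cycle, and of these Zm00001d028241 (synthase 6) went from 0.0558 ± 0.0773 to 6.45 ± 1.60 CPM (log2 change 6.89, SE 0.51, adjusted p = 5.24e-07) and Zm00001d014168 (synthase 11) from 0.842 ± 0.311 to 7.42 ± 0.452 CPM. For Zm00001d028241 the SD in WW48 exceeded the mean, so the size of its fold is uncertain. The other synthase 6 gene, Zm00001d037328, had 1 count over WW48 and 397 over WS48, a ratio of 390 (95% counting interval 69.6 to 15500). Of 7 genes for suberin and cutin formation, 6 increased. The fatty acid hydroxylases of cytochrome P450 family 86, subfamily B, Zm00001d013979 and Zm00001d032651, went from 0.0369 ± 0.036 to 8.17 ± 1.37 CPM and from 0.744 ± 0.247 to 6.58 ± 1.22 CPM. Zm00001d002687, of subfamily A, had 0 counts over WW48 and was at least 126-fold higher in WS48. Of 5 sterol genes, 3 increased and 2 decreased. Cycloartenol synthase 1 (Zm00001d015239) rose from 2.98 ± 0.676 to 11.1 ± 0.839 CPM and sterol methyltransferase 1 (Zm00001d013035) from 5.31 ± 0.454 to 13.5 ± 1.62 CPM, and C-8,7 sterol isomerase (Zm00001d040196) fell from 8.0 ± 1.20 to 1.07 ± 0.258 CPM. Adjusted over the list alone, the calls were 7, 7 and 5.

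**Figure D2:**
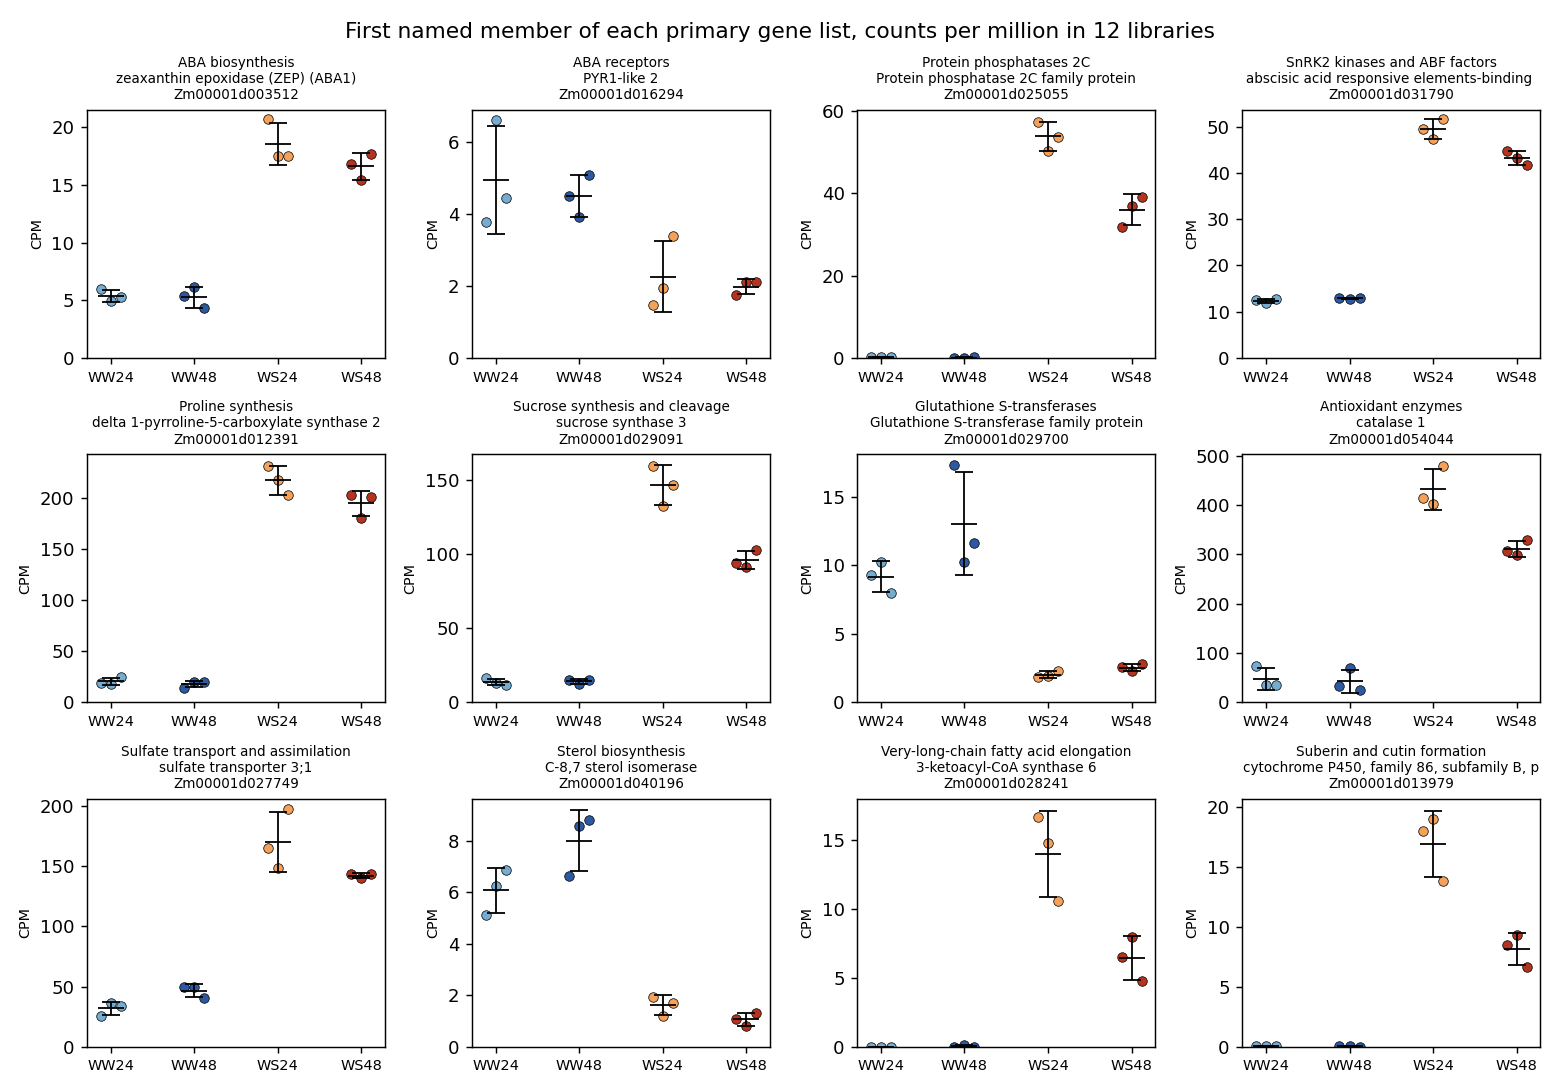
Abundance in CPM (y axis, from 0) in the 3 libraries of each group (x axis) for the first named member of 12 gene lists, with points for libraries, a horizontal bar for the mean and whiskers of 1 SD. Proline synthesis, for example, shows delta 1-pyrroline-5-carboxylate synthase 2 at 17.8 CPM in WW48 and 195 CPM in WS48.

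Described wall genes changed in both directions, and differences between their families were not tested. All 5 alpha-expansins and 6 of 7 beta-expansins, proteins that loosen growing walls, were increased. Expansin A1 (Zm00001d043047) rose from 89.5 ± 24.1 to 429 ± 13.3 CPM (log2 change 2.26, SE 0.18, adjusted p = 1.15e-06), the expansin A1 gene Zm00001d018031 from 5.29 ± 0.535 to 15.4 ± 2.80 CPM and expansin A8 (Zm00001d038476) from 24.4 ± 1.80 to 77.3 ± 4.47 CPM. Among beta-expansins, B2 (Zm00001d027283) rose by 2.97 (SE 0.12), B4 (Zm00001d017495) by 1.69 (SE 0.12) and the B2 gene Zm00001d047096 by 1.36 (SE 0.11). Of 7 xyloglucan endotransglucosylases, which cut and rejoin hemicellulose, 6 were decreased, with Zm00001d014617, Zm00001d014613 and Zm00001d047970 at log2 changes of −2.23, −1.37 and −1.83. Pectin lyase-like genes gave 5 increased and 1 decreased of 8, with Zm00001d044110, Zm00001d040725 and Zm00001d009667 rising by 4.25, 5.38 and 5.03. Of 14 phenylpropanoid and lignin genes, 6 increased and 1 decreased. Laccase 7 (Zm00001d048759) reached 32.4 ± 2.29 CPM from 7.69 ± 2.38 CPM, laccase 12 (Zm00001d012477) 4.38 ± 1.92 CPM and a hydroxycinnamoyl transferase (Zm00001d027946) 13.7 ± 1.38 CPM. Cellulose synthase A9 (Zm00001d041972) fell from 44.9 ± 13.6 to 13.2 ± 2.04 CPM. Adjusted over the list alone, 7 phenylpropanoid genes were increased, and counts in the other wall lists equalled those over all genes.

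Class III peroxidases, secreted enzymes that use hydrogen peroxide, mostly fell. Of 28 tested, 21 were decreased and 4 increased, 21 and 5 were when adjusted over the list alone, and 17 and 5 were with no scaling factors. Against the 733 increased and 610 decreased DATs that carry a description from the same source, Fisher's exact test (two-sided, chosen after seeing the data, over 37 lists) gave an adjusted p of 0.00466. No other list passed, the next being glutathione S-transferases at 0.0723. The test takes members as independent, which near-identical copies of one family need not be, so its p-values may be too small. The peroxidase Zm00001d040581 fell from 766 ± 75.1 to 138 ± 13.9 CPM and Zm00001d046186 from 38.2 ± 3.61 to 1.75 ± 0.509 CPM. Zm00001d049071 had 1 count over WW48 and 848 over WS48, a ratio of 834 (149 to 33000).

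**Figure D3:**
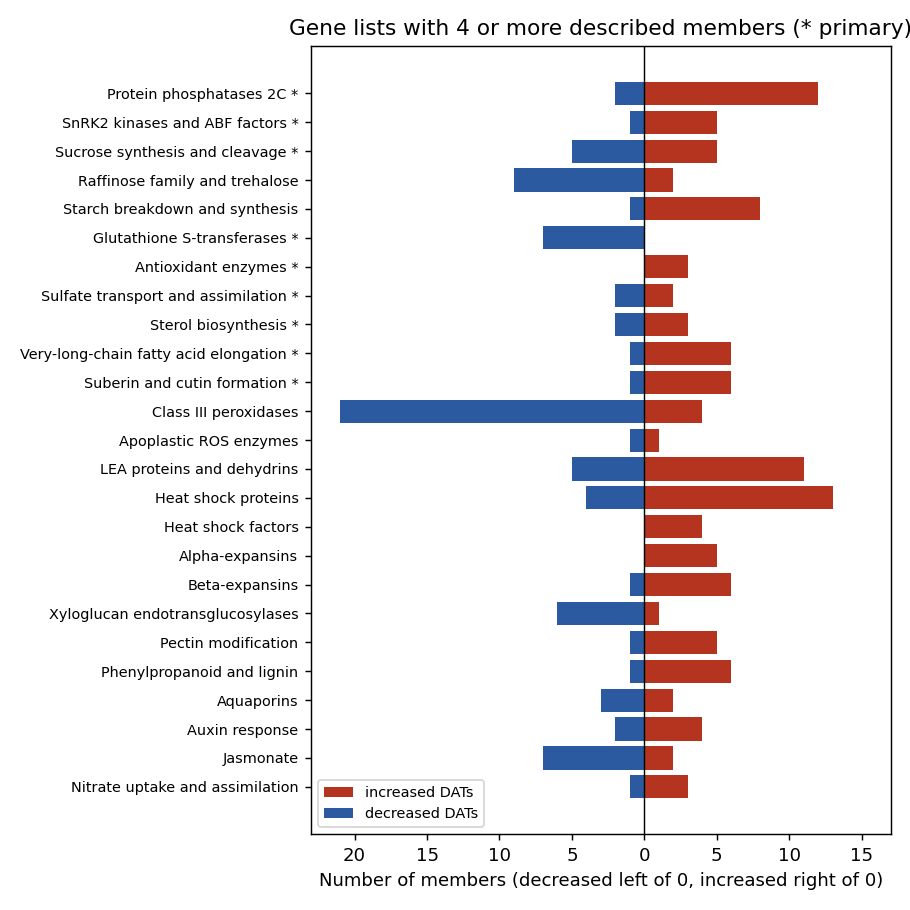
Members of each gene list with 4 or more described members that were DATs, decreased to the left of 0 and increased to the right (x axis, number of transcripts). Class III peroxidases reach furthest left, with 21 decreased members, and heat shock proteins furthest right, with 13 increased members.

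Most members of 3 lists of protective proteins and heat shock factors rose, where 54.6% of the described DATs used as background rose. None of the 3 passed the direction test that the peroxidases passed. Of 16 late embryogenesis abundant (LEA) proteins and dehydrins, 11 increased and 5 decreased. After Zm00001d037894, the dehydrin Zm00001d051420 went from 249 ± 32.4 to 787 ± 43.6 CPM and the LEA gene Zm00001d038870 from 0.0915 ± 0.0507 to 10.7 ± 1.90 CPM. Of 17 heat shock proteins, 13 increased. The small chaperone Zm00001d018298 rose from 5.53 ± 1.89 to 74.7 ± 4.35 CPM and heat shock protein 70 (Zm00001d042922) from 4.35 ± 0.882 to 76.5 ± 6.08 CPM, while the DNAJ gene Zm00001d042653 fell from 20.8 ± 0.721 to 5.95 ± 0.287 CPM. All 4 heat shock factors increased, among them factors C1 (Zm00001d046299 and Zm00001d016255) and A6B (Zm00001d032923), with log2 changes of 1.73, 6.34 and 1.88. Adjusted over the list alone, the calls in these 3 lists numbered 16, 17 and 4.

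Water stress at 24 h gave a response of the same kind. In WS24 vs WW24, 2480 transcripts were increased and 1508 decreased. The study collected no well-watered control of matching root length for WS24, so this comparison is matched in age only. Among described genes with an average log2 CPM of at least 2 before rounding and no overlap between WS24 and WW24 libraries, and besides those with the widest changes at 48 h, the furthest apart at 24 h were 3-ketoacyl-CoA synthase 6 (Zm00001d028241), with 1 count over WW24 and 1887 over WS24, a ratio of 1840 (331 to 72900), and beta-amylase 1 (Zm00001d014083), at 0.094 ± 0.0314 and 42.3 ± 8.76 CPM (log2 change 8.80, SE 0.30). They were followed by the P450 gene Zm00001d013979 (16.9 ± 2.78 CPM in WS24), an ABC-2 type transporter (Zm00001d028689, 28.5 ± 8.50 CPM) and the peroxidase Zm00001d037359 (29.7 ± 16.8 CPM). A gene of the methylenetetrahydrofolate reductase family, Zm00001d047124, fell from 55.6 ± 3.36 to 0.58 ± 0.242 CPM. A lipid-transfer family gene, Zm00001d017508, fell from 348 ± 28.6 to 5.03 ± 0.915 CPM. An acyl-transferase (Zm00001d039615), a methyltransferase (Zm00001d044762) and an oxidoreductase (Zm00001d031666) changed by −5.39, −5.27 and −5.06. In WS24 replicate 3, 23.1% of reads were not aligned, the highest value among the 12 libraries.

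Of the 2555 DATs at 48 h, 88.3% were called the same way at 24 h (95% exact binomial interval over transcripts, 86.9 to 89.5%). The share was 93.4% of increased and 81.2% of decreased DATs, and 1 DAT was called the opposite way. The interval takes transcripts as independent and leaves out differences between libraries. Leaving out each library in turn gave 84.9 to 89.1% for all DATs. Independent lists would share 137 increased and 61 decreased transcripts, where 1380 and 875 were shared. WS24 vs WW24 shares WW24 libraries with the developmental control, and unchanged groups simulated 20 times gave 0 such transcripts and a covariance of 0.0556 across genes, where 1.19 was observed. Data simulated without any effect cannot show how far the shared libraries raise the 88.3% among changed transcripts. WS48 vs WW48 shares no library with WS24 vs WW24, and there the log2 changes correlated across genes with r = 0.838 (genes are not independent replicates), against 0.00183 in simulated data. Of calls in WS48 vs WW48 alone, 69.1% had the same call at 24 h.

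**Figure D4:**
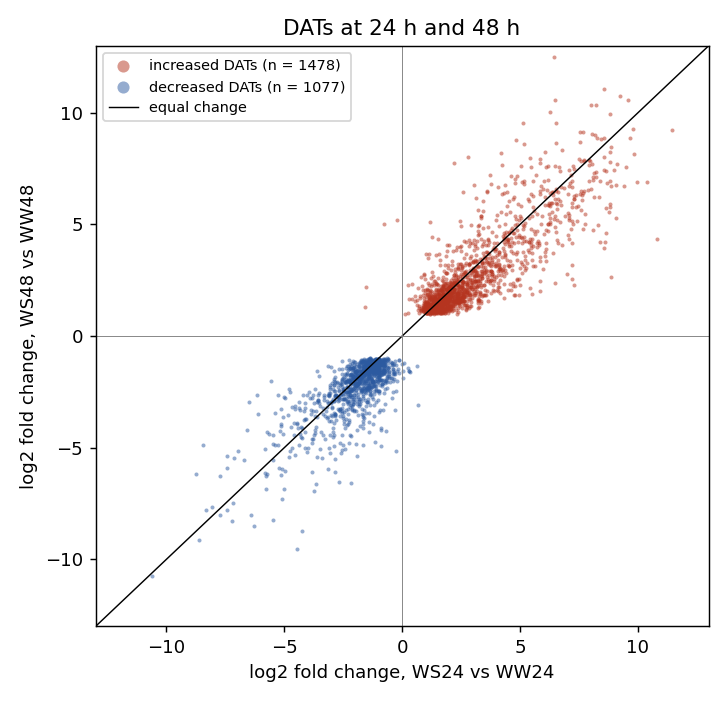
Log2 fold change of each of the 1478 increased and 1077 decreased DATs in WS24 vs WW24 (x axis) and in WS48 vs WW48 (y axis), with a line of equal change. Of increased DATs 61.9%, and of decreased DATs 35.7%, lay further from 0 at 24 h than at 48 h.

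Time changed fewer transcripts than stress did. In WW48 vs WW24, 211 transcripts were higher at 48 h and 51 lower. A hydroxyproline-rich glycoprotein gene (Zm00001d022420) rose from 2.41 ± 0.474 to 9.80 ± 2.96 CPM (log2 change 2.03, SE 0.23, adjusted p = 0.00277), a dirigent-like gene (Zm00001d023570) from 2.69 ± 0.218 to 8.18 ± 2.32 CPM and a cytochrome P450 gene (Zm00001d005823) from 8.4 ± 1.28 to 16.8 ± 2.24 CPM. Starch branching enzyme 2.2 (Zm00001d016684) fell from 3.61 ± 0.699 to 1.08 ± 0.185 CPM, beta-galactosidase 11 (Zm00001d053225) by 2.11 (SE 0.23) and an aldolase-type gene (Zm00001d020008) by 1.69 (SE 0.17). The likelihood-ratio test called 434 higher and 143 lower, and glmTreat 1 in all, with none of the 6 genes named here. DESeq2 called 371 and 102, the fit of only these 2 groups 42 and 17, and the replicate block 117 and 33. Higher calls numbered 71 without WW48 replicate 1, 85, 91 and 138 without WW24 replicates 2 and 3 and WS48 replicate 1, and 333 without WW48 replicate 3, and lower calls numbered 24 without WW24 replicate 3 and 28 without WW48 replicate 1. The P450 gene fell to 0.90 and 0.89, under the fold threshold, without WW24 replicate 1 and WW48 replicate 1.

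Under stress, 91 transcripts were higher at 48 h than at 24 h and 152 lower. The lipid-transfer gene Zm00001d017508 rose from 5.03 ± 0.915 to 26.0 ± 8.59 CPM (log2 change 2.37, SE 0.20, adjusted p = 0.000151). A glutathione S-transferase (Zm00001d027557) rose from 11.8 ± 1.47 to 62.7 ± 4.56 CPM and the reductase family gene Zm00001d047124 from 0.58 ± 0.242 to 2.58 ± 0.541 CPM. The dehydrin Zm00001d037894 fell from 468 ± 64.5 to 116 ± 11.8 CPM, a GDSL-like lipase (Zm00001d038645) from 15 ± 1.38 to 5.71 ± 0.622 CPM and a CBS domain gene (Zm00001d017375) from 6.25 ± 0.61 to 2.80 ± 0.243 CPM. Of the 152 lower transcripts, 98 had been called increased at 24 h, and of the 91 higher, 69 decreased, in comparisons that share the WS24 libraries. The likelihood-ratio test gave 193 higher and 291 lower transcripts and glmTreat 7 and 1, which left out Zm00001d047124, Zm00001d038645 and Zm00001d017375. DESeq2 gave 158 and 271, and the fit of only these 2 groups 119 and 296. Without WS48 replicate 1 the counts were 44 and 54, and without WS24 replicate 1 they were 50 and 72. Lower calls numbered 71 without WS48 replicate 2 and 99 without WS48 replicate 3, and higher calls 56 without the latter.

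The treatment by time interaction tests whether the response differed between 48 h and 24 h, each against its own age control. It called 35 transcripts above and 68 below 0. The response of Zm00001d017508 was less negative at 48 h by 2.61 (SE 0.26, adjusted p = 0.00202) and that of Zm00001d047124 by 2.36 (SE 0.29). A transcript labelled as similar to Arabidopsis purple acid phosphatases (PPA7_ARATH) went from 95 ± 7.0 CPM in WW24 to 62.5 ± 6.43 in WS24, and from 58.8 ± 4.68 in WW48 to 92.8 ± 6.62 in WS48. Lipoxygenase 1 (Zm00001d033623), which oxidises membrane fatty acids, stood at 446 ± 31.3 CPM in WS24 and 238 ± 28.9 CPM in WS48, a difference in response of −1.34 (SE 0.18). The CBS domain gene Zm00001d017375 and the glycoprotein gene Zm00001d022420 differed by −1.74 (SE 0.19) and −2.20 (SE 0.31). The counts varied with single libraries and with the test. They were 3 and 1 with glmTreat, where of the genes named in this paragraph Zm00001d017508 alone was called, 111 and 348 with the likelihood-ratio test, 94 and 337 with DESeq2, 53 and 133 with no low-count filter and 31 and 40 with a replicate block. They were 8 and 5 without WS48 replicate 1, 15 and 12 without WS48 replicate 2, 16 and 27 without WS24 replicate 1, and 18 and 26 without WS24 replicate 2. They were 56 and 159 without WW24 replicate 1, and those below 0 numbered 25, 43, 114 and 170 without WW24 replicates 2 and 3, WS48 replicate 3 and WW48 replicate 3. Lipoxygenase 1 and Zm00001d022420 had adjusted p of 0.053 and 0.0566 without WS48 replicate 1.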

Values the study reported

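For maize, the study reported 886 transcripts increased and 746 decreased under water stress relative to both controls, 1632 in all. It reported that 92% of these responded in a similar way at 24 h, 96% of the increased and 86% of the decreased.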

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

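The tests on the unaligned reads of WS24 replicate 3 and on the calls without that library were chosen after the result was seen.

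The response to stress differed between 48 h and 24 h for 35 transcripts above and 68 below 0 in the treatment by time interaction. Among the named genes above 0 were Zm00001d017508 (2.61 on the log2 scale), Zm00001d047124 (2.36), the glutathione S-transferase Zm00001d027557 (1.73) and beta-galactosidase 11 (Zm00001d053225, 1.57). Further ones were starch branching enzyme 2.2 (Zm00001d016684, 1.27), the transcript similar to PPA7_ARATH (1.26) and the reductase family gene Zm00001d029853 (1.16). The aldolase-type gene Zm00001d020008 (1.12) and the pectin lyase-like gene Zm00001d044110 (1.06) were also above 0. Those below 0 were the glycoprotein gene Zm00001d022420 (−2.20), the peroxidase Zm00001d046186 (−1.87), the CBS domain gene Zm00001d017375 (−1.74), lipoxygenase 1 (Zm00001d033623, −1.34) and xyloglucan endotransglucosylase 25 (Zm00001d014617, −1.07). Of the 68 below 0, 27 were called higher in WW48 than in WW24, and of the 35 above 0, 14 were called lower, in contrasts that share libraries. Without WS48 replicate 1 the counts were 8 and 5. Among 100 drawn splits of the libraries, 4 gave as many calls as the real 103, the real split included, and the others gave 620, 161 and 137. A change with time common to both treatments would keep libraries of different times from being interchangeable even with no interaction. Of the 11 that keep the stressed libraries of each time together, 3 exceeded the real count, and the rest of the drawn splits gave at most 6, so the splits do not decide whether chance gave the count. The split with 620 exchanges the times among well-watered libraries only, so it measures the change with time common to both treatments, a structure of the samples. Those with 161 and 137 keep the stressed libraries of each time together and mix the times of the well-watered libraries, so they are no pure exchange of times.

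In WS24 replicate 3, 23.1% of reads were not aligned, a measure outside the gene counts. Mitochondrial genes took 0.0306% of its gene counts, the highest share among the 12 libraries, against 0.00705% and 0.00754% in the other WS24 libraries, an excess of at least 0.0231 percentage points. Counted genes hold no unaligned read, so mitochondrial RNA may be among the unaligned reads and stays open. Without this library the counts of WS24 vs WW24 calls changed by at most 1.06 times, which argues against those calls resting on it. RNA of another organism may have added unaligned reads. That stays open too, since the unaligned sequences were not used here and the lowest rank correlation with the other WS24 libraries, 0.9891, covers counted maize genes only, and no biological explanation was tested.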

How the results depend on the processing

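The alternatives with the authors' filter, and the share computed from 48 h calls against WW48 alone, were chosen after seeing the data. None of the named genes changed direction under any alternative. Calls of named genes were lost for 24 results with glmTreat, 2 with no scaling factors, 1 with upper-quartile factors, and at most 2 without any single library, and DESeq2 gave no adjusted p for Zm00001d016255. RLE, upper-quartile and no scaling factors moved no count of a comparison by over 1.5 times. Without scaling factors the median of all genes shifted by 0.128 to 0.141 in comparisons of WS with WW, and increased DATs made up 66.9% in place of 57.8%. Of the 2555 DATs, 2546 were shared with RLE factors, 2353 with no factors and 2496 with DESeq2.

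With no low-count filter the interaction gave 53 above and 133 below 0. With the stricter filter the share of DATs with the same call at 24 h was 91%. DESeq2 gave 371 higher and 102 lower transcripts in WW48 vs WW24, 158 and 271 in WS48 vs WS24, and 94 and 337 for the interaction. The likelihood-ratio test gave 434 and 143, 193 and 291, and 111 and 348 for the same comparisons. In fits of only the 2 groups compared, WW48 vs WW24 gave 42 and 17 and WS48 vs WS24 gave 119 and 296. The cause of these shifts was not tested. The interaction was not run in fits of only the 2 groups, since it needs all 4, and camera and fry were not run on the lists or tissue markers.

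With the adjusted p alone, which drops the fold threshold, counts were 5261 and 5488 in WS48 vs WW48, 5361 and 5087 in WS48 vs WW24, 5868 and 5727 in WS24 vs WW24, 501 and 191 in WW48 vs WW24, 215 and 326 in WS48 vs WS24, 64 and 103 for the interaction, and 4064 and 4090 for DATs. With edgeR's glmTreat, which tests against the fold threshold itself, they were 910 and 798, 924 and 501, 1224 and 640, 0 and 1, 7 and 1, 3 and 1, and 693 and 432, and the 24 h share was 89.8%. For the 0 in WW48 vs WW24, 307 transcripts with higher values at 48 h had an unadjusted p under 0.05 in glmTreat. Members called with glmTreat numbered 0 for ABA receptors, cellulose, brassinosteroid and apoplastic ROS enzymes, 1 for cell cycle, gibberellin, methionine and ethylene, and fermentation, 2 for sulfate and antioxidant enzymes, 3 for glutathione S-transferases, sterols, alpha-expansins and aquaporins, 4 for jasmonate, 6 for sucrose and starch, 9 for LEA proteins and dehydrins and 15 for peroxidases.

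With the authors' filter, increased and decreased calls were 1069 and 1184 in WS48 vs WW48, 1169 and 833 in WS48 vs WW24, and 1437 and 990 in WS24 vs WW24, with 883 increased DATs and a 24 h share of 91.6%. By construction it tests fewer genes, 19409, and 940 of the DATs lie in rows it removes. With this filter, the summary rows kept and edgeR's exact test, increased calls were 1071 and 1194 in the 48 h comparisons, calls in WS24 vs WW24 1472 and 997 and in WS48 vs WS24 138 and 253, increased DATs 889 and the share 90.8%. The share was 92.5% with the same sign and adjusted p, 99.5% with the same sign alone, and 69.1% of calls against WW48 alone, by their definitions.

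Leaving out each library gave 1296 to 1511 increased and 949 to 1166 decreased DATs and a 24 h share of 84.9 to 89.1%. Increased calls were 1707 to 2008 in WS48 vs WW48, 1829 to 2265 in WS48 vs WW24 and 2313 to 2647 in WS24 vs WW24, and decreased calls 1621 to 1942, 1142 to 1358 and 1379 to 1529. In WW48 vs WW24 there were 71 (without WW48 replicate 1) to 333 (without WW48 replicate 3) higher and 24 (without WW24 replicate 3) to 62 lower. In WS48 vs WS24 there were 44 to 107 higher and 54 to 182 lower, both lowest without WS48 replicate 1. The interaction gave 8 to 56 above 0 (highest without WW24 replicate 1) and 5 to 170 below 0 (highest without WW48 replicate 3), both lowest without WS48 replicate 1.

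Replicate numbers did not pair the samples, as deviations of same-numbered libraries correlated between −0.50 and 0.11, with 1 of 18 pairs over 0.1. Pairs with other numbers correlated between −0.34 and 0.48, with 11 of 36 over 0.1. Some libraries of different groups thus shared deviations that a block by replicate number does not model, and their source was not tested. With a replicate block, WW48 vs WW24 gave 117 higher and 33 lower and the interaction 40 below 0, and DATs numbered 2492. In simulated data the interaction recovered 30% of log2 differences of 1, so differences of that size were often not called. That size is the fold threshold itself, where estimates fall on either side, and WS48 vs WW48 recovered 50% there. The 30% therefore does not measure the limit set by 3 libraries per group alone.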

Other observations

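The tests of selection, of the WW24 control, and of scaling and single libraries for the peroxidases were chosen after the results were seen, as were the tests of organelle and description groups.

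Hormone and transport genes outside the lists described so far also changed at 48 h, with the same reservation that their members were picked by the study on these libraries. Of 9 tested members of the jasmonate list, which takes in lipoxygenases by description alone, 7 were decreased and 2 increased. A lipoxygenase family gene with a PLAT/LH2 domain (Zm00001d041204) fell from 12.0 ± 1.62 to 1.96 ± 0.534 CPM and allene oxide cyclase 3 (Zm00001d047340) from 62.1 ± 7.90 to 28 ± 2.06 CPM, while lipoxygenase 1 (Zm00001d033623) rose from 45.8 ± 9.72 to 238 ± 28.9 CPM. Of 6 auxin response genes 4 increased, of 5 aquaporins 2, and of 4 nitrate genes 3. The water channels described as plasma membrane intrinsic protein 2 fell from 1890 ± 151 to 703 ± 100 CPM (Zm00001d019563) and from 363 ± 32.4 to 142 ± 13.7 CPM (Zm00001d051174). Nitrate reductase 1 (Zm00001d018206) rose from 0.396 ± 0.173 to 23.2 ± 3.41 CPM and nitrate transporter 2.4 (Zm00001d014976) fell from 14.1 ± 4.55 to 0.466 ± 0.244 CPM. Adjusted over the list alone, the calls were equal in number in these lists and in those that follow.

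Smaller lists had 1 to 3 tested members. Both hypoxia and fermentation genes fell, with alcohol dehydrogenase 1 (Zm00001d049059) from 87.0 ± 14.5 to 28.9 ± 6.54 CPM. Cyclins D5;1 (Zm00001d028092) and D4;1 (Zm00001d050475) rose and origin recognition complex protein 6 (Zm00001d022226) fell, with log2 changes of 2.95, 1.14 and −1.07. Histone H1-3 (Zm00001d045478) and the RHD3 gene (Zm00001d052961) rose by 2.48 and 4.20, and light-harvesting chlorophyll B-binding protein 3 (Zm00001d021784) fell by 2.02. Homocysteine methyltransferase 2 (Zm00001d031019) rose by 1.12 and 1-aminocyclopropane-1-carboxylic acid synthase 6 (Zm00001d026060), which makes the precursor of ethylene, fell by 3.34. Polyamine oxidase 3 (Zm00001d036513) rose by 1.21 and a copper amine oxidase (Zm00001d006638) fell by 1.64. The origin recognition gene changed by −0.98, under the fold threshold, without WW48 replicate 3 or WS48 replicate 3, and by −0.94 with no scaling factors. With glmTreat, cyclin D4;1, the origin recognition gene, homocysteine methyltransferase 2, polyamine oxidase 3 and allene oxide cyclase 3 were not called. Of 2 brassinosteroid genes 1 rose and 1 fell, with 1 called without WW48 replicate 3, WS48 replicate 1 or WS48 replicate 3, and 0 with glmTreat. Both gibberellin-regulated genes rose, with 1 called without WW24 replicate 2, WW48 replicate 1 or WS48 replicate 2, and 1 with glmTreat. Photosynthesis genes called numbered 2 in place of 1 without WW48 replicate 1. Among organelle and assembled transcripts, no set passed camera in 18 tests. With fry, assembled transcripts had an adjusted p of 0.00159 in WS48 vs WW48 and 0.00561 in WS48 vs WW24, with no other set passing. Camera compares a set with all other genes, while fry asks only whether the set changes at all. DATs made up 6.14% of the tested assembled transcripts and 9.75% of the tested annotated nuclear genes.

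Increased DATs here numbered 1478, decreased DATs 1077 and all DATs 2555. All are higher than the values quoted from the study above. With the authors' filter alone they numbered 883, 722 and 1605, and with that filter, the summary rows kept and edgeR's exact test 889, 745 and 1634, which nearly closes the gap to the study. Both settings were chosen after seeing the data.

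Of the increased DATs, 61.9% had the larger change at 24 h, and their median log2 change was 2.42 in WS24 vs WW24 and 2.15 in WS48 vs WW48. The share was at least 61.1% under 3 other scalings and at least 55.8% without any single library, which argues against both as the whole cause. In WS48 vs WS24, which uses no control, the median of these DATs was at most −0.17 over the main and 12 left-out fits. That argues against a low WW24 control, and against selection on the 48 h comparisons, since choosing high WS48 values would raise this median. Decreased DATs went the other way, with 35.7% further from 0 at 24 h and medians of −1.67 in WS24 vs WW24 and −1.95 in WS48 vs WW48, the direction that selection on the 48 h comparisons favours. A larger early response may therefore be a biological difference for increased DATs only, not for DATs as a whole, as a hypothesis found and tested on the same data. WS24 had a control of its age only, while DATs at 48 h also passed a control of matching root length. Differences in root length may thus enter the 24 h changes, which was not tested.

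Class III peroxidases gave 21 decreased members. At least 17 were called decreased under 3 other scalings and at least 18 without any single library, which argues against scaling or 1 library as the cause. Reads shared between family members were not tested and stay open. The shorter segment of stressed roots may hold another mix of zones, and it cannot be told apart from the treatment, as 0 treatments had more than 1 segment length.

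Splits of the libraries bear on chance. For WS48 vs WW48, 1 of 10 splits gave as many calls, the real one (3766, highest other 1), and the same held for WS48 vs WW24 (3378, highest other 0), WS24 vs WW24 (3988, highest other 0), WW48 vs WW24 (262, highest other 58), WS48 vs WS24 (243, highest other 1) and the 24 h share (88.3%, highest other 0). With 10 splits no share under 0.05 can be had. For DATs, 3 of 100 drawn splits reached 2555, the real one included, and the highest other gave 2686. That share is under 0.05, which argues against chance for the count of DATs but does not exclude it. The 2 others keep the WS48 libraries together and mix only the controls, and splits that break up WS48 gave at most 1.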
